A study of Homo sapiens with 9 samples.

How the data were processed

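Transfer RNA abundance was profiled in MCF10A cells, an established human breast epithelial cell line, in 9 libraries: 3 from untreated cells, 3 collected 8 h after exposure to 200 µM hydrogen peroxide (H2O2) and 3 collected 24 h after it. Groups and replicate numbers were taken from the sample titles. Per the labels' protocols, total RNA was hybridized to biotinylated DNA probe pairs, 1 probe for each side of the anticodon, the nick between them was sealed by ligation, and the hybrids were captured on streptavidin beads. The ligated probes were released with RNases, amplified by PCR and sequenced. The counts are therefore counts of ligated probes, not of tRNA sequence, and without molecular identifiers they are not independent molecules.

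The authors deposited 1 table of normalized counts, a signal per tRNA and library, with 110 entries. Of these, 88 are named for nuclear tRNAs and 22 carry a prefix m, read here as mitochondrial. The labels' protocols name probes against nuclear-encoded tRNAs only, so the origin of the 22 entries rests on the table. The aligner, the counting rule, the probe reference and the normalization tool are not stated in the labels. An entry name gives the amino acid, the anticodon and, where there is more than 1 entry for an anticodon, a number. The meaning of the last number in each name is not stated and was not used. Entries of 1 anticodon can share near-identical sequences, and how reads were divided among them is not stated, so a difference between such entries is uncertain. No genome build is named and the entries stand for probe targets rather than loci, so no coordinates are given. Numbers of human tRNA genes per anticodon come from gene names in the RefSeq annotation of GRCh38.p14.

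The scale of the deposited signal was examined first. In each library all values were whole multiples of one smallest step, for 990 of 990 values (100%), as read counts divided by a library factor would be. The step gave library totals of 11381479 to 14804141 reads. The median of the ratios of each library to the geometric mean over libraries was the same (0.997) in all 9 libraries, as median-of-ratios scaling over these entries would leave it. The scale is relative: with no added standard, a change in the total amount of tRNA per cell cannot be seen. The table holds too few low values for a formal recovery of counts, so the planned count models were not run, and the recovered reads were used only to state depth and to compare replicates. At this depth counting error is small for most entries, since 6 of the 110 had a mean under 100 normalized counts, and the spread between replicates limits the precision. Between replicates of a group, a chi-square statistic on recovered reads was 129 to 590 times its degrees of freedom, so no 2 replicates of a group agreed within counting noise, and none were merged. Amplification adds to that noise, so the statistic alone does not show that libraries are separate samples, and all 9 were counted as the labels list them.

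Entries with a mean of at least 10 normalized counts over the 9 libraries were tested, which left 109 and removed Glu_TTC-2_31 (mean 9.46). Values were transformed as log2(normalized count + 1). Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend), with all 9 libraries in 1 model so that the 3 groups shared an estimate of spread. The 3 contrasts were 8 h against untreated, 24 h against untreated and 24 h against 8 h, and a moderated F test covered all 3 groups. P-values are two-sided and adjusted by the Benjamini-Hochberg method within each contrast, with a threshold of 0.05. Log2 changes are on the log2(normalized count + 1) scale. For the 21 amino acid families, the normalized counts of all nuclear entries of an amino acid were summed and tested in the same model. Selenocysteine was kept as its own family, the table names no initiator methionine apart from the other, and mitochondrial entries stayed out of the sums.

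The entries named in the text were fixed by a rule set before the data were examined: the tyrosine tRNAs with anticodon GTA, and in each contrast up to 3 entries per direction with the largest change among those past the threshold whose groups did not overlap. Where none passed in a direction, the entry with the smallest p-value was named as not passing. Families followed the same rule. Other entries are named as chosen after their values were seen. The alternatives were other pseudocounts, filters and scalings, the replicate number as a block, fits on only the 2 groups compared, fits without each library in turn, and no trend. Alternatives chosen after seeing the data were a covariate (log2 of Gln_CTG-3_32), nuclear entries only, fits without 6 entries that varied together within groups, and family sums with the mitochondrial entries added.

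The model was tested on simulated data with the entry means and spreads of the 109 entries. With 20 entries changed by 0.25, 0.5 or 1 on the log2 scale at 24 h, it recovered 58.0%, 83.2% and 93.5% of them over 100 simulations each. Of the calls, 4.07% to 4.52% were false. With no change, 5 of 100 simulations made any call. The simulated errors were independent between entries, which the real ones were not. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.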

Results

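The 9 libraries held 11611904, 11413122 and 11381479 recovered reads in untreated replicates 1 to 3, 14804141, 13360859 and 12960619 in replicates 1 to 3 at 8 h, and 13558550, 13764384 and 14072223 in replicates 1 to 3 at 24 h. Every untreated library was thus shallower than every treated one, and the deposited values were scaled for this. The 5 most abundant entries held 33.6% of all normalized counts. Gly_TCC alone held 9.55% and Lys_TTT-1 8.35%. Pearson correlations of log2 values between replicates of a group ranged from 0.988 to 0.9996 across entries, which are not independent replicates.

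The first question was which tRNAs differed from untreated cells at each time after H2O2. At 8 h, 22 of 109 entries passed an adjusted p of 0.05 in limma (Benjamini-Hochberg), with 11 higher and 11 lower, and 41 had an unadjusted p under 0.05. At 24 h, 38 entries passed, with 18 higher and 20 lower, and 53 had an unadjusted p under 0.05. The values of the 3 treated and 3 untreated libraries did not overlap for 42.2% of entries at 8 h and 52.3% at 24 h, where chance gives 10%. The median absolute log2 change of the entries that passed was 0.23 at 8 h and 0.32 at 24 h. The count at 8 h depended on single libraries: it was 5 without untreated replicate 2, 7 without untreated replicate 3, 4 without replicate 2 at 8 h, 6 without replicate 3 at 8 h and 12 without replicate 2 at 24 h. Among the other alternatives it moved most when the log2 values were centred on their median, to 7. The count at 24 h ranged from 31 to 41 when each library was left out in turn, and among the other alternatives it moved most under quantile normalization, to 22. All 20 entries lower at 24 h were nuclear, whereas 12 of the 18 higher ones were mitochondrial. The split at 24 h depended on the scaling: with log2 values centred on their median, which raised the median change of all entries from near 0 to 0.11, 28 entries were higher and 7 lower. Such centring rests on the median entry of each library alone. Scaling to the same total raised the median change only to 0.024, with 20 entries higher and 17 lower.

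**Figure D1:**
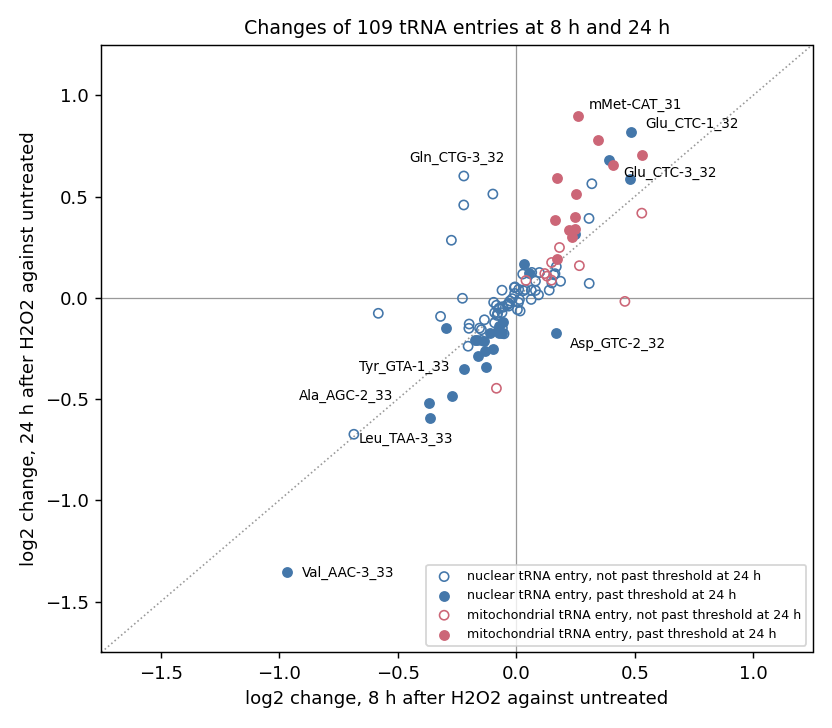
Log2 change against untreated cells at 8 h (horizontal axis) and 24 h (vertical axis) for 109 tRNA entries, with nuclear entries in blue, mitochondrial entries in red, filled symbols for an adjusted p under 0.05 at 24 h and a dotted line where both changes are equal. The changes had the same sign at both times for 86.2% of entries, and Val_AAC-3_33 lay lowest at -0.97 and -1.35.

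Among the entries that passed at 8 h, the largest rises were those of mAla-TGC_31, Glu_CTC-3_32 and mHis-GTG_31. The mitochondrial alanine entry mAla-TGC_31 rose from 2281 ± 148 to 3330 ± 645 normalized counts (SD, n = 3), a log2 change of 0.53 (SE 0.15, limma adjusted p 0.0444). Glu_CTC-3_32 rose from 66592 ± 2929 to 87593 ± 10414, a log2 change of 0.39 (SE 0.09, limma adjusted p 0.0254), and mHis-GTG_31 from 11496 ± 653 to 13815 ± 299, a log2 change of 0.27 (SE 0.06, limma adjusted p 0.0254). When each library was left out in turn, mAla-TGC_31 did not pass in 5 of 9 fits and each of the other 2 did not in 4 of 9, with adjusted p up to 0.139 for mAla-TGC_31 and 0.0907 for the others. None of the 3 passed under quantile normalization, and mAla-TGC_31 did not pass either with log2 values centred on their median, in a fit on only the 2 groups compared or without a trend. The largest falls were those of Val_AAC-3_33, Ala_AGC-2_33 and Leu_TAA-3_33. Val_AAC-3_33 fell from 632 ± 76.9 to 321 ± 15.4 normalized counts, a log2 change of -0.97 (SE 0.12, limma adjusted p 0.00298), on 261 to 634 recovered reads per library over all 9 libraries. Ala_AGC-2_33 fell from 8443 ± 138 to 6546 ± 305, a log2 change of -0.37 (SE 0.05, limma adjusted p 0.00456). Leu_TAA-3_33 fell from 1026 ± 62.1 to 801 ± 93.8, a log2 change of -0.36 (SE 0.10, limma adjusted p 0.0406), and no longer passed in 8 of the 9 fits that each left out 1 library. It also did not pass when libraries were scaled to the same total, centred on their median or quantile normalized, or in a fit on only the 2 groups compared.

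At 24 h the same 3 entries had the largest falls among those that passed. Val_AAC-3_33 reached 246 ± 9.28 normalized counts (SD, n = 3), a log2 change of -1.35 against untreated cells (limma adjusted p 0.000151). Leu_TAA-3_33 reached 680 ± 22.3, a log2 change of -0.59 (limma adjusted p 0.00357), and Ala_AGC-2_33 reached 5893 ± 273, a log2 change of -0.52 (limma adjusted p 0.000204). The largest rises were those of mMet-CAT_31, Glu_CTC-1_32 and mPhe-GAA_35. The mitochondrial entry mMet-CAT_31 rose from 749 ± 154 to 1380 ± 96.9, a log2 change of 0.90 (SE 0.16, limma adjusted p 0.00357), and mPhe-GAA_35 from 10484 ± 1708 to 17917 ± 2144, a log2 change of 0.78 (SE 0.15, limma adjusted p 0.00468). Glu_CTC-1_32 rose from 139 ± 21.9 to 245 ± 18.3, a log2 change of 0.82 (SE 0.18, limma adjusted p 0.00841), on 100 to 292 recovered reads per library. It has the anticodon of the far more abundant Glu_CTC-3_32, and its ratio to that entry changed by less than the spread between replicates, from 0.208 ± 0.025% to 0.229 ± 0.013%, so whether it changed on its own is uncertain. These 6 entries passed at 24 h in each of the 9 fits that left out 1 library. Under quantile normalization, Glu_CTC-1_32 (adjusted p 0.254) and mPhe-GAA_35 (0.186) did not pass, and the other 4 did.

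The tyrosine tRNAs with anticodon GTA were fixed in advance, as tRNAs the study is known to have followed up. The RefSeq table names 12 human genes for this anticodon, and the table of counts holds 2 nuclear entries. Tyr_GTA-1_33 went from 77580 ± 784 normalized counts (SD, n = 3) in untreated cells to 69460 ± 2649 at 8 h and 63769 ± 6288 at 24 h. The log2 change at 8 h was -0.16 (SE 0.07, -10.5%) and did not pass (limma adjusted p 0.110). At 24 h it was -0.29 (SE 0.07, -17.8%), and it passed (limma adjusted p 0.00849). At each time all 3 treated libraries lay below all 3 untreated ones (exact two-sided permutation p 0.1, the smallest that 3 against 3 libraries allow). The difference between 24 h and 8 h, -0.13, did not pass (limma adjusted p 0.365). Tyr_GTA-2_32 held 32401 ± 2510, 31621 ± 1949 and 31700 ± 1777 normalized counts in the 3 groups. Its log2 changes of -0.03 at 8 h (limma adjusted p 0.746) and -0.03 at 24 h (0.773) were within the spread between replicates, and their sign reversed when the log2 values were centred on their median. Tyr_GTA-2_32 was itself the median entry of some libraries, so centring partly scaled it to itself. Of the 2 entries, 0 passed at 8 h and 1 at 24 h when adjusted over the list alone, and if the study chose tyrosine tRNA on these libraries, that count is not independent evidence. At 8 h, 1 of the 2 had an unadjusted p under 0.05. The ratio of Tyr_GTA-1_33 to Tyr_GTA-2_32 was 2.40 ± 0.17, 2.20 ± 0.15 and 2.01 ± 0.12 in the 3 groups (exact two-sided permutation p 0.3 at 8 h and 0.1 at 24 h). The 8 h change passed under quantile normalization, at -0.20 (limma adjusted p 0.0250, range over the alternatives that kept all libraries 0.0250 to 0.191), and without replicate 3 at 24 h (limma adjusted p 0.0413, range over the 9 fits without 1 library 0.0413 to 0.302).

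**Figure D2:**
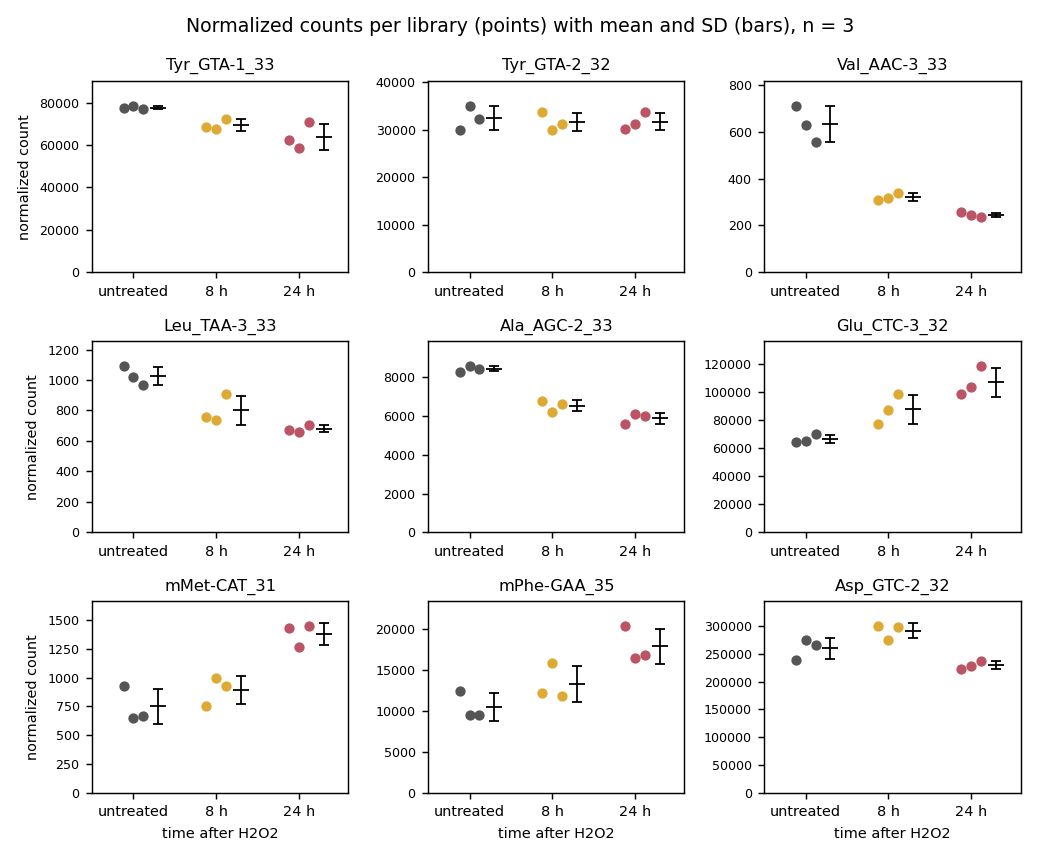
Normalized counts (vertical axes, from 0) of 9 tRNA entries in the 3 libraries of each group, untreated and at 8 h and 24 h after H2O2 (horizontal axes), with points for libraries and bars for the mean and SD. Tyr_GTA-1_33 was lower in all 3 libraries at 24 h than in all 3 untreated ones, whereas the libraries of Tyr_GTA-2_32 overlapped.

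A direct comparison of 24 h with 8 h asked whether the changes differed between the times. In limma 1 of 109 entries passed, and 21 had an unadjusted p under 0.05. The groups did not overlap for 25.7% of entries, where chance gives 10%. Asp_GTC-2_32 held 259537 ± 18876 normalized counts (SD, n = 3) in untreated cells, 291001 ± 13454 at 8 h and 229461 ± 7270 at 24 h. Its log2 change from 8 h to 24 h was -0.34 (SE 0.06, limma adjusted p 0.0257). Against untreated cells it was 0.17 at 8 h (limma adjusted p 0.0710) and -0.18 at 24 h (0.0402). It lost its call from 8 h to 24 h without untreated replicate 3, without replicates 1 or 3 at 8 h and without replicates 1 or 2 at 24 h, with adjusted p up to 0.150, and with log2 values centred on their median (0.0518, range over the alternatives that kept all libraries 0.00966 to 0.0518). The number that passed was 6 without untreated replicate 1, 2 without replicate 2 at 8 h or replicate 3 at 24 h, and 0 in the 5 fits that lost Asp_GTC-2_32, in which 11 to 19 entries had an unadjusted p under 0.05. Of the other alternatives, quantile normalization moved the count most, to 8. No entry passed as higher at 24 h than at 8 h. The one with the smallest p-value, SeC(e)_TCA_35, held 64201 ± 2204 in untreated cells, 54840 ± 343 at 8 h and 64166 ± 4289 at 24 h. Its log2 change from 8 h to 24 h was 0.22 (SE 0.05, limma adjusted p 0.0592). Against untreated cells it was -0.23 at 8 h (limma adjusted p 0.0254) and -0.002 at 24 h (0.964). The difference was thus a lower level at 8 h only, not a rise above untreated cells. From 8 h to 24 h, SeC(e)_TCA_35 passed under quantile normalization, with the covariate, over nuclear entries only and without the 6 entries that varied together within groups. It also passed without untreated replicate 1 (limma adjusted p 0.0440) or without replicate 3 at 24 h (0.0319). The range over the alternatives that kept all libraries was 0.0262 to 0.0950.

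Across the 3 groups, 40 of 109 entries passed the moderated F test in limma and 52 had an unadjusted p under 0.05. The count fell to 19 without untreated replicate 2 and 25 without untreated replicate 3, and to 23 under quantile normalization. Of the entries that passed at 8 h or 24 h, 14 passed at both times, all with the same sign, 8 at 8 h only and 24 at 24 h only. In 100 simulations of unchanged groups against shared controls the largest overlap of calls was 1. With no change the model made any call in only 5 of 100 simulations, so a small overlap was bound to follow. It cannot show how many of the 14 shared calls come from the shared controls. Passing at one time only is no evidence of a difference between the times, for which the direct comparison gave 1 entry.

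The 8 h and 24 h changes were correlated across the 109 entries (Pearson r 0.776, Spearman rho 0.767), but both were taken against the same untreated libraries. In 10000 simulations of unchanged groups with independent noise the median r was 0.531, and 14.6% of simulations gave an r at least as large. When the simulated libraries kept the deviations that entries share within a library, the median r was 0.668 and 43.3% were at least as large. For rho, the simulated medians were 0.442 and 0.484, with 0% and 17.2% at least as large. The same-sign share of 86.2% compared with medians of 67.0% and 67.9%, with 0% and 6.05% at least as large. The correlation was thus not distinguished from that of unchanged groups with shared library deviations, but for r those simulations decide little. The 6 entries that varied together carried 85.8% of the variance within groups, and the simulations were not run without them. Among entries with a mean of at least 100 normalized counts the observed r was 0.860, with no simulation to compare. Whether the correlation exceeds that of unchanged groups stays open. Leaving out a library moved r from 0.427, without replicate 3 at 8 h, to 0.920, without untreated replicate 1.

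Summing nuclear entries per amino acid asked whether the supply of tRNA for an amino acid changed. At 8 h, 0 of 21 families passed in limma, and 7 had an unadjusted p under 0.05. The families with the smallest p-value in each direction were aspartate, at a log2 change of 0.17 (SE 0.06, limma adjusted p 0.0573), and proline, at -0.13 (SE 0.04, limma adjusted p 0.0527). Among the other scalings, aspartate passed at 8 h when libraries were scaled to the same total, centred on their median or scaled by TMM, and proline when scaled to the same total or quantile normalized. Of the alternatives, quantile normalization moved the count most, to 5, and it was 4 without untreated replicate 3.

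At 24 h, 9 of 21 families passed, with 2 higher and 7 lower. Glutamate tRNA rose from 217197 ± 3409 to 272163 ± 15606 normalized counts (SD, n = 3), a log2 change of 0.32 (SE 0.06, limma adjusted p 6.28e-05), and it passed in every alternative and every fit without 1 library. Most of this rise was that of Glu_CTC-3_32, from 66592 to 106834, a log2 change of 0.68 (limma adjusted p 0.00132). Glu_TTC-1_32 changed by 0.17 (0.0150), and Glu_TTC-3_32 and Glu_TTC-5_32 by 0.12 and 0.04 without passing. Glycine tRNA rose by 0.08 on the log2 scale (limma adjusted p 0.0356), and it did not pass in 6 of the 9 fits that each left out 1 library. It also did not pass in 4 of its 11 other alternatives. These were centring on the median (limma adjusted p 0.0899), only the 2 groups compared (0.0709), no trend (0.115) and the covariate (0.0548). Among the families that passed and whose groups did not overlap, the largest falls were those of tryptophan, tyrosine and aspartate tRNA, at -0.26 (SE 0.07, limma adjusted p 0.00731), -0.21 (SE 0.06, limma adjusted p 0.0156) and -0.18 (SE 0.06, limma adjusted p 0.0156). Phenylalanine tRNA passed at -0.24 (limma adjusted p 0.0194), but its groups overlapped. Its only entry, Phe_GAA_33, has the same values and did not pass among the entries (limma adjusted p 0.0505). Family p-values are therefore not comparable with those of entries, and smaller ones are not stronger evidence. Tyrosine tRNA went from 115884 ± 3727 to 100686 ± 8237 normalized counts. Most of this fall was that of Tyr_GTA-1_33, from 77580 to 63769, so the family is not separate evidence. The falls of tryptophan, tyrosine and aspartate depended on the scaling: with log2 values centred on their median they were -0.15, -0.09 and -0.06 and none passed. Only glutamate then passed, as it alone did without untreated replicate 2. Tryptophan and tyrosine also did not pass under quantile normalization. All 3 passed when libraries were scaled to the same total (limma adjusted p 0.0110, 0.0311 and 0.0311) or by TMM. Centring follows the median entry of each library, which in some libraries was a tryptophan or tyrosine entry. It thus partly scaled those families to themselves and is a poor test of their falls. Of the 9 fits that each left out 1 library, tyrosine and aspartate each did not pass in 3 and tryptophan in 2. Those 2 were the fits without untreated replicate 2 and without replicate 2 at 24 h. Tyrosine and aspartate lost their calls there and without replicate 1 at 24 h. The count was 4 without replicate 1 and 2 without replicate 2 at 24 h. Between 24 h and 8 h, 2 families passed: glutamate was higher at 24 h by 0.19 (SE 0.06, limma adjusted p 0.0228) and aspartate changed by -0.34 (SE 0.06, limma adjusted p 2.66e-05). Without replicate 1 or without replicate 2 at 8 h, 1 family passed. Glutamate also did not pass without replicate 3 at 24 h, under quantile normalization, or with the mitochondrial entry added (log2 change 0.15, limma adjusted p 0.309).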

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

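The limma contrasts, the other scalings and the fits without each library in turn were planned. The use of those scalings and fits to test explanations, and all other tests on the patterns here, were chosen after the result was seen. No group had the 4 libraries that a test for single outlying libraries needs, so none was made.

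The means of Asp_GTC-2_32 and the aspartate family lay above untreated cells at 8 h and below them at 24 h. Neither rise at 8 h passed (limma adjusted p 0.0710 and 0.0573). Both falls at 24 h passed (0.0402 and 0.0156), but that of the family not in 3 of the 9 fits that each left out 1 library. Opposite directions against untreated cells are thus not established. The difference between the times was itself tested. It was -0.34 on the log2 scale for Asp_GTC-2_32 (limma adjusted p 0.0257) and -0.34 for the family (limma adjusted p 2.66e-05), which is nearly that 1 entry. All 3 libraries at 24 h lay below all 3 at 8 h. The smallest change under the 4 other scalings was -0.27, which argues against the scaling as the whole cause. A single library did not carry the size of the change, which was at least as large as -0.32 in the 9 fits that each left out 1 library, although the entry passed in only 4 of them. Reads exchanged with Asp_GTC-1_32 were too few, because the largest mean of that entry was 0.505% of the loss. The variation shared by 6 entries within groups left a change of -0.32 when included as a covariate. A difference in preparation between the groups stays open, because the labels give no batch and each group may have been prepared on its own. A biological difference between 8 h and 24 h after H2O2 stays open as untested.

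The glutamate family was higher at 24 h than at 8 h by 0.19 on the log2 scale (limma adjusted p 0.0228), and this difference was tested directly. All 3 libraries at 24 h lay above all 3 at 8 h. The smallest change under the 4 other scalings was 0.18, which argues against the scaling as the whole cause. Whether it rested on 1 library was not settled: without replicate 1 at 8 h the change was 0.14 and did not pass (limma adjusted p 0.251). An exchange of reads with the mitochondrial glutamate entry mGlu-TTC_31 has little in its favour: the family went from 239165 to 272163 normalized counts between the times, while mGlu-TTC_31 went from 36666 ± 21788 to 32753 ± 3999 (SD, n = 3). With that entry added the change was still 0.15, but it did not pass (limma adjusted p 0.309), and the spread of mGlu-TTC_31 at 8 h keeps an exchange from being excluded. Preparation batch may also differ between the groups, and a biological difference between the times stays open as untested.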

How the results depend on the processing

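The results were recomputed under 15 alternatives besides leaving out each library. The planned count-based tests on recovered reads were not run. Alternatives with the covariate, nuclear entries only, without 6 entries, or with mitochondrial entries added were chosen after seeing the data. For 29 results on single entries or families there were 375 comparisons with alternatives: 330 kept the direction and side of the threshold, 27 were weaker, 14 stronger and 4 reversed. Leaving out libraries gave 261 further comparisons, with 43 weaker, 12 stronger and 7 reversed. The 4 and the 7 that reversed were all changes of Tyr_GTA-2_32. Of the entries named at 8 h, mAla-TGC_31 and Leu_TAA-3_33 each lost their call in 5 alternatives, with adjusted p up to 0.143, mHis-GTG_31 in 2 and Glu_CTC-3_32 in 1. SeC(e)_TCA_35 from 8 h to 24 h gained a call in 5 of its 14. Where no cause is given for a change below, the cause was not tested.

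At 8 h, 22 entries passed. The count was 7 with log2 values centred on their median (6 of them shared with the 22), 11 under quantile normalization (5 shared) and 9 in a fit on only the 2 groups compared (9 shared), where fewer libraries estimate the spread. Across the 9 fits that each left out 1 library it ranged from 4 to 25. At 24 h, 38 passed. The count was 22 under quantile normalization (18 shared) and from 31 to 41 across the fits without 1 library. The median change of all entries at 24 h moved from near 0 to 0.11 with centring on the median, and the 35 calls then split into 28 higher and 7 lower, against 18 and 20. With TMM the split was 21 and 15. From 8 h to 24 h, 1 entry passed. The count was 0 with centring on the median (14 at an unadjusted p under 0.05), 8 under quantile normalization, 2 without a trend, 7 with the covariate, 4 over nuclear entries only and 6 without the 6 entries. It ranged from 0 to 6 across the fits without 1 library. The F test gave 40, 23 under quantile normalization, and 19 to 39 across the fits without 1 library. The correlation of the changes was 0.756 to 0.864 over its alternatives and 0.427 to 0.920 across the fits without 1 library.

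Replicate numbers did not pair the libraries in their deviations over all entries. Of 9 pairs with the same number, 2 had deviations correlated above 0.1, with r from -0.938 to 0.719. The 6 entries that varied together carried 85.8% of the variance within groups, so these correlations do not decide pairing for the other entries. With the replicate number as a block, 12 entries passed at 8 h and 4 from 8 h to 24 h, and no other count of calls moved by over 1.5 times. Under the block mAla-TGC_31, mHis-GTG_31 and Leu_TAA-3_33 did not pass at 8 h, and SeC(e)_TCA_35 passed from 8 h to 24 h.

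Tyr_GTA-1_33 passed at 24 h under its 14 alternatives, with changes from -0.30 to -0.18 and adjusted p from 0.00596 to 0.0361, and in the 9 fits without 1 library, from -0.36 to -0.23. At 8 h it passed under quantile normalization, at -0.20, and without replicate 3 at 24 h, where the change stayed at -0.16 and the adjusted p was 0.0413. The 8 h changes without 1 library ranged from -0.19 to -0.14. Tyr_GTA-2_32 passed nowhere, and its sign reversed: at 8 h the change was 0.0069 with centring on the median and 0.082 under quantile normalization, and at 24 h 0.081 and 0.15. Without 1 library it ranged from -0.089 to 0.022 at 8 h, from -0.085 to 0.026 at 24 h and from -0.040 to 0.052 from 8 h to 24 h.

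Of the amino acid families, 0 passed at 8 h. The count was 4 when scaled to the same total, 2 with centring on the median, 2 with TMM, 5 under quantile normalization, 2 with only the 2 groups compared and 3 with the covariate. It ranged from 0 to 4 across the fits without 1 library. At 24 h, 9 passed, and 1 with centring on the median, with a range of 1 to 9 without 1 library. From 8 h to 24 h, 2 passed, with 4 under quantile normalization, 1 with mitochondrial entries added, and 1 to 3 without 1 library.

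Other splits of the libraries tested whether chance groupings give as many calls. At 8 h and at 24 h, 1 of the 10 splits of 6 libraries, the real one, gave as many entries, and from 8 h to 24 h 2 of 10 did. For families, 10 of 10 gave as many at 8 h, where the real count was 0 with 7 at an unadjusted p under 0.05, 1 of 10 at 24 h and 1 of 10 from 8 h to 24 h. A share under 0.1 is not possible with 10 splits. For the F test, 1 of 100 drawn splits of the 9 libraries, the real one, gave as many, and the largest other count was 22. Depth limits entries with few reads, such as Val_AAC-3_33 and Glu_CTC-1_32, more than the abundant ones.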

Other observations

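Apart from the limma contrasts, all tests in this part were chosen after the result was seen, as were the entries named here outside the rule.

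Most mitochondrial entries were higher after H2O2, entry by entry. Of 22, 21 were higher at 8 h and 20 at 24 h, with median log2 changes of 0.23 and 0.32, against -0.06 and -0.04 for nuclear entries. The mean log2 value of mitochondrial minus nuclear entries was -2.32 ± 0.09 in untreated cells, -2.03 ± 0.11 at 8 h and -1.97 ± 0.05 at 24 h (SD, n = 3), with no overlap of treated and untreated libraries. This mean difference had an exact permutation p of 0.1 at each time, the smallest that 3 against 3 allow. The share of mitochondrial entries in all normalized counts did overlap, at 1.33 ± 0.34%, 1.54 ± 0.26% and 1.61 ± 0.07%, and untreated replicate 1 (1.71%) lay above all 3 libraries at 24 h. That library held 67535 normalized counts of mGlu-TTC_31, against 29737 to 37289 in the libraries at 24 h. The overlap at 24 h thus owes much to that entry, and the share was not tested without it. In limma's camera test with a preset correlation the p-values were 3.94e-07 and 1.90e-07. With the correlation estimated from the data (0.383) they were 0.0756 and 0.0691, and neither time passed. With fry they were 0.0158 and 0.00478, and both times passed. One scaling factor per library moves both kinds of entry alike, and their difference at 24 h was 0.354. The 20 nuclear entries in the same range of means changed by -0.52 (Ala_AGC-2_33) to 0.15 (Ser_TGA-2_30) at 24 h, with a median of -0.017. Low abundance alone thus did not account for the mitochondrial median of 0.32. Nor did the variation shared by 6 entries, since without mGlu-TTC_31 and with the covariate the median was 0.32. Library-level differences in the capture of mitochondrial tRNAs stay open: the exact permutation p of 0.0119 for 6 treated against 3 untreated libraries follows from the lack of overlap already seen and is no separate evidence. A preparation batch that follows the groups may still be the cause and cannot be told apart from H2O2, and a higher level of mitochondrial tRNA after H2O2 stays a hypothesis.

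Within groups, 6 entries varied together: Gln_CTG-3_32, Glu_TTC-4_31, Gln_CTG-1_33, Trp_CCA-1_34, Leu_CAG-2_32 and mGlu-TTC_31. The first principal component of deviations from group means held 90.0% of the variance, and these entries had its 6 largest loadings. Without them the first component still held 52.8% of the remaining variance, so fits without the 6 may not remove all shared variation. The mean score of the 6 entries was highest in untreated replicate 1 (1.68) and replicate 3 at 8 h (1.30), and lowest in replicate 1 at 8 h (-1.82). The score ranged over 2.62 within the untreated group and the group means over 0.53. Because the entries were picked for their deviations within groups, these ranges do not test an effect of H2O2, which stays open. Depth was argued against, since the score was 1.68 and -0.85 and Gln_CTG-3_32 differed 11.8-fold in untreated replicates 1 and 2, at a depth ratio of 1.02. A fixed share of mGlu-TTC_31 reads was argued against by a median 5.51-fold variation of that share. One added source of reads, such as carried-over material, may be the cause. The excess in replicate 3 at 8 h over that in untreated replicate 1 had a median ratio of 0.815 (0.477 to 0.865), and whether the 6 ratios differ by more than amplification noise was not tested. No biological explanation was tested.

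Glu_CTC-1_32 and Glu_CTC-2_33 rose with Glu_CTC-3_32 at 24 h. Reads of the abundant entry may be counted in the smaller ones as a fixed share: the larger change of the ratio was 0.14 on the log2 scale, with 0.208 ± 0.025% going to 0.229 ± 0.013% for Glu_CTC-1_32 (exact permutation p 0.4) and 0.388 ± 0.036% to 0.363 ± 0.018% for Glu_CTC-2_33 (0.3). Both changes were smaller than the untreated SD, and an exact p under 0.1 is not possible with 3 against 3 libraries. A shared biological rise would look the same.

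Val_AAC-3_33 fell furthest of the 109 entries at both times. Val_AAC-1_33 and Val_AAC-2_32 changed by 0.19 and 0.09 at 8 h and by 0.08 and 0.01 at 24 h. Neither of these 2 entries passed at either time. A fixed share of another entry's reads was argued against, since the largest fall among 96 more abundant entries was -0.59 (Leu_TAA-3_33). A fall of this one tRNA after H2O2 is a hypothesis, and a preparation batch that follows the groups may be the cause as well.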
